A study of Arabidopsis thaliana with 6 samples. Its data were reported in "The Arabidopsis SWI2/SNF2 Chromatin Remodeler BRAHMA Regulates Polycomb Function during Vegetative Development and Directly Activates the Flowering Repressor Gene SVP" (2015).

How the data were processed

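H3K27me3 is trimethylation of lysine 27 of histone H3, a mark laid down by Polycomb complexes over repressed genes. It was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in 14-day-old Arabidopsis thaliana seedlings of the wild type (wt) and of brm, a mutant of BRAHMA (BRM), which encodes the ATPase of a SWI/SNF chromatin remodelling complex. Each genotype had 2 H3K27me3 libraries and 1 input library, made from sonicated chromatin without immunoprecipitation, so 6 libraries were used. Groups and replicate numbers were taken from the sample labels.

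The authors sequenced the libraries on an Illumina Genome Analyser IIx, mapped the reads with Bowtie to the TAIR10 genome and kept reads that mapped perfectly and to 1 place only. The deposited files list 1 mapped read of 37 bp per line, so the counts used here are counts of deposited reads, with no normalization by the authors. The score column of the deposited files was 0 in every line and was not used. Only the 5 nuclear chromosomes occurred. Duplicate reads had not been removed by the authors: reads with the same position and strand recurred in every library. Because only uniquely mapping reads were kept, paralogous genes did not share reads, but repeats and near-identical copies lost reads. Overlapping genes shared reads, since ChIP-seq reads carry no information on the strand of a gene.

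Read positions lay within the nuclear chromosome lengths of the TAIR10.1 assembly, which was used for coordinates and for the spans of 37899 annotated genes, 27444 of them protein-coding. Its gene models are later than the TAIR10 models named in the study's methods, so gene spans can differ from those used there. Each read was represented by its 5′ end, moved 75 bp towards the centre of the fragment. RPM values were computed here as reads over a gene divided by the library's total nuclear reads and multiplied by 1000000. Values are given as mean ± SD of 2 libraries unless stated otherwise.

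H3K27me3 regions were called per library with a rebuilt form of SICER, since SICER itself was not used here. Reads were reduced to 1 per position and strand and counted in windows of 200 bp, eligible windows up to 600 bp apart were joined into islands, and islands were tested against the input of the same genotype with a Poisson test and a Benjamini-Hochberg threshold of 0.01. Bases in islands of both replicates formed the common regions of a genotype. A gene was called marked when common regions covered at least 50% of its span. On simulated windows at the depth of wt replicate 1, the caller recovered 99.95% of 2000 domains with 4-fold enrichment, and 2.54% of the islands called were false.

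The 2 genotypes were compared per gene with the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3), with total nuclear reads as the offset, the low-count filter filterByExpr, robust estimation and Benjamini-Hochberg adjustment over all genes tested (FDR 0.05, with and without a fitted change of at least 2-fold). The fit used the 4 H3K27me3 libraries without a covariate. The same test was run on the union of the wt and brm common regions. This takes the place of ChIPDiff, the program named in the study's methods. Every adjusted p-value for a gene or region is from this test unless another tool is named. On counts simulated from the means and library sizes of these libraries, 200 genes marked in either genotype were changed 4-fold among 30906 genes. The fit recovered 84% of the changed genes, and 5.08% of its calls were false. The corresponding simulation of reads reduced to 1 per position and strand, over 19751 genes, recovered 97%, with 3.96% of the calls false. Both simulations gave the 2 genotypes the same spread. They do not show the recovery of unmarked genes or of changes smaller than 4-fold. A non-parametric exact test of 2 against 2 libraries cannot reach p = 0.05, so none was used for single genes.

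The genes named were fixed by a rule before the data were examined. They are 16 genes that the study discusses, and, among genes past FDR 0.05 and 2-fold that were marked in at least 1 genotype and whose brm libraries both lay on the same side of both wt libraries, the 6 with the largest increase and the 4 with the largest decrease. Genes outside the rule are named only where the text says so. The study's lists of genes with increased and decreased H3K27me3 were used whole; the comparison with them was fixed at the same time as the rule, and the lists were read in later. Neighbouring calls were tested with 100000 random draws (one-sided permutation test). Position along the gene was read from 10 equal parts of the gene span and 1 kb on each side, for genes of at least 500 bp. Confidence intervals for shares of reads in single libraries are 95% Wilson intervals; they cover counting error only, since duplicate reads are not independent molecules.

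Alternatives fixed before the data were examined were TMM scaling over genes, over marked genes and over 10 kb bins, DESeq2 1.42.0, other low-count filters, 1 read per position and strand, no shift, gene spans with 500 bp flanks, a block for the replicate number, corrections for GC content and for input, a 2-fold rule without a test, other settings of the region caller, equal depth, and leaving out each library in turn. Combinations with 1 read per position and strand, 10 repeated draws at equal depth and a fit without robust estimation were added after the data were seen. Summaries were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. Gene Ontology terms were not analysed here.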

Results

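To compare the distribution of H3K27me3 between wild type and brm, 2 H3K27me3 ChIP-seq libraries and 1 input library of 14-day-old seedlings were examined for each genotype. The wt H3K27me3 libraries held 8563827 and 9051298 uniquely mapped reads, and the brm H3K27me3 libraries held 9593473 and 8408612. The inputs held 6342835 reads in wt and 5676681 in brm. Many reads were duplicates. Reads at distinct positions and strands made up 27.9% and 23.4% of the wt H3K27me3 libraries and 28.3% and 38.2% of the brm libraries, against 68.9% of the wt input and 80.0% of the brm input. Replicates of a genotype were separate libraries. Over the 8167 genes marked in either genotype, Pearson's r of log2 RPM across genes, which are not independent replicates, was 0.944 between the wt replicates, 0.964 between the brm replicates and 0.936 to 0.943 between genotypes. The variance between replicates, relative to Poisson sampling, was 23.4 in wt and 8.89 in brm over the 7078 genes marked in both genotypes, so the wt replicates differed more from each other than the brm replicates did.

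The mutated gene BRM (AT2G46020; TAIR10.1 chromosome 2, 18922533 to 18932055) lay outside the common H3K27me3 regions of both genotypes. Over its span, H3K27me3 reads reached 14.9 ± 0.620 RPM in wt and 19.7 ± 1.12 RPM in brm (SD, n = 2), against 97.1 RPM in the wt input and 74.2 RPM in the brm input. The genotypes did not differ over the whole gene (log2 fold change 0.40, SE 0.35, adjusted p = 0.855).

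Regions were then called for wt and brm separately. In wt, 5755 common regions covered 19.3 Mb, which is 16.2% of the nuclear genome, and marked 7384 genes, of which 5899 were protein-coding. In brm, 5502 common regions covered 21.7 Mb or 18.2% of the genome, and marked 7861 genes, of which 6229 were protein-coding. Both genotypes shared 7078 marked genes, while 306 genes were marked in wt alone and 783 in brm alone. These counts moved most when a gene was called marked from 1 bp of overlap, which gave 8660 genes in wt and 9065 in brm. The difference between genotypes depended on depth. With all H3K27me3 libraries thinned to 2115598 distinct reads and both inputs to 4369915, 7399 genes were marked in wt and 7567 in brm. The union of the regions, 18.9% of the genome, held 81.8% ± 0.721 of the reads of the wt H3K27me3 libraries and 81.0% ± 0.5001 of those of the brm libraries (SD, n = 2). In the inputs it held 19.1% (95% confidence interval 19.0 to 19.1) in wt and 18.3% (18.2 to 18.3) in brm. The shares of the wt and brm H3K27me3 libraries overlapped.

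Well-known H3K27me3 target genes and unmarked genes served as controls. AG (AT4G18960) had 493 ± 12.6 RPM in wt and 419 ± 13.4 RPM in brm, against inputs of 49.2 and 43.3 RPM. FLC (AT5G10140) had 589 ± 66.3 and 460 ± 4.81 RPM, AP3 (AT3G54340) had 152 ± 5.70 and 133 ± 9.84 RPM, and FT (AT1G65480) had 113 ± 4.75 and 112 ± 4.99 RPM (SD, n = 2 for each). Common regions covered between 69.5% and 100% of these genes in both genotypes. None of these 4 genes differed between genotypes after adjustment over all genes (log2 fold changes −0.36 to −0.01, adjusted p = 0.504 to 0.996). No alternative with all 4 libraries kept called FLC. Its log2 fold change ran from −0.47 to −0.24 when 1 library was left out, with the lowest value without wt replicate 2. In that fit the spread comes from the brm replicates, which differed less from each other. A pass of FLC there therefore cannot show that 1 library decided the call. The same limit applies to AG, which passed only without wt replicate 1 with 1 read per position and strand (log2 fold change −0.26). The small change of FT had the opposite sign under TMM scaling over genes (0.03) and DESeq2 (0.03). At ACTIN7 (AT5G09810), H3K27me3 reads reached 4.56 ± 1.83 RPM in wt and 1.86 ± 0.566 RPM in brm, below its inputs of 34.5 and 33.3 RPM. TUB2 (AT5G62690) had 2.63 ± 1.07 and 3.27 ± 0.0881 RPM, and AT2G22560, a gene near SVP, had 5.59 ± 4.28 and 5.06 ± 2.28 RPM. No common region overlapped these 3 genes in either genotype, and none of them differed between genotypes (adjusted p = 0.739 to 0.987).

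**Figure D1:**
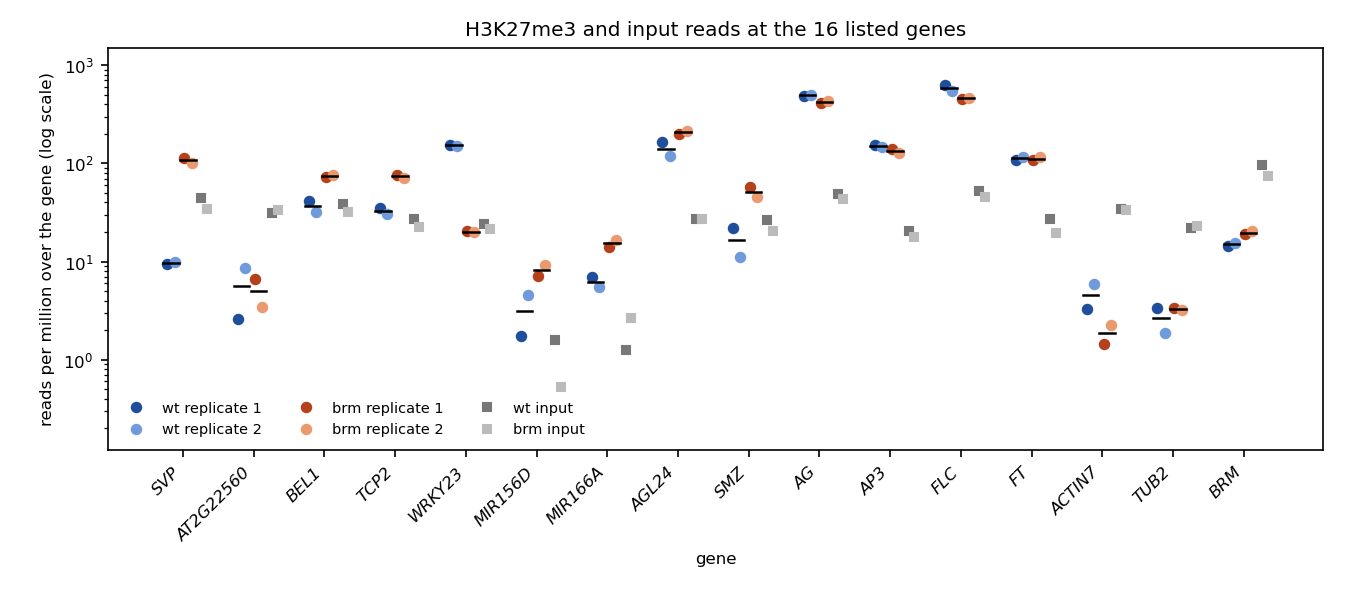
RPM over each of the 16 listed genes (log axis), with a circle for each H3K27me3 library, a black line at the mean of the 2 replicates and a square for each input library. SVP rose from 9.59 to 107 RPM in brm and WRKY23 fell from 153 to 20.1 RPM, while AG, AP3, FLC and FT lay above their inputs in both genotypes.

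Next, all genes were compared between genotypes. Of 30906 genes tested with edgeR, 24 had higher and 30 had lower H3K27me3 in brm at FDR 0.05, and 24 and 27 of them changed at least 2-fold. At an unadjusted p under 0.05, 993 genes were higher and 1399 lower. The count of calls depended on how duplicates were treated and on single libraries. With 1 read per position and strand, 110 genes were higher and 101 lower among 19751 genes tested, including 23 of the 24 and 28 of the 30 genes called with all reads. Without wt replicate 1 there were 269 higher and 628 lower genes, without wt replicate 2 there were 189 and 254, without brm replicate 1 there were 8 and 10, and without brm replicate 2 there were 13 and 15. The share of calls that were higher in brm was 44.4% with scaling to total reads and 56.5% with TMM scaling over genes marked in both genotypes, which called 35 genes higher and 27 lower. Most genes with higher H3K27me3 were gained as marked genes: 19 of the 24 were marked in brm and not in wt, 3 were marked in both genotypes and 2 in neither. Of the 30 lower genes, 14 were marked in wt and not in brm, 8 in both and 8 in neither.

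**Figure D2:**
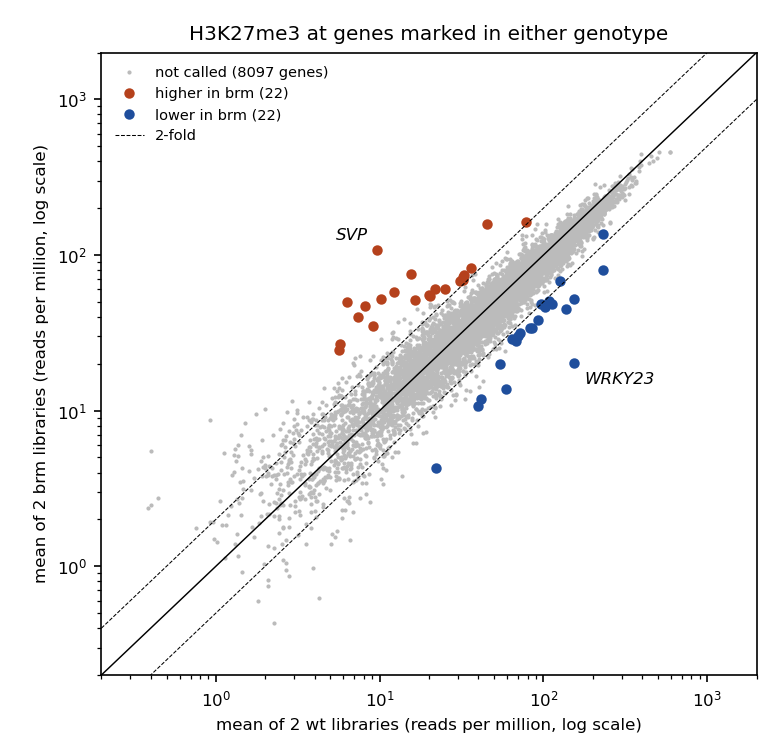
Mean H3K27me3 of the 2 wt libraries (horizontal) against that of the 2 brm libraries (vertical), in RPM on log axes, for 8141 genes marked in either genotype and tested. The 22 genes called higher (red) and the 22 called lower (blue) at FDR 0.05 lie apart from the 8097 genes not called (grey); dashed lines mark 2-fold.

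Among the called genes that were marked in either genotype, the largest increase was at SVP (AT2G22540; chromosome 2, 9579647 to 9583901, plus strand), which encodes a repressor of flowering. H3K27me3 over SVP was 9.59 ± 0.347 RPM in wt and 107 ± 9.51 RPM in brm (SD, n = 2), against 44.5 and 34.7 RPM in the inputs (log2 fold change 3.48, SE 0.23, adjusted p = 3.46e-08). In brm, a common region of 4600 bp from 9578801 to 9583400 began upstream of the gene and covered 88.2% of its span, while no common region overlapped it in wt. The largest decrease among them was at WRKY23 (AT2G47260; chromosome 2, 19404802 to 19407098, minus strand), a transcription factor gene, with 153 ± 3.01 RPM in wt and 20.1 ± 0.403 RPM in brm (log2 fold change −2.92, SE 0.19, adjusted p = 3.46e-08). In wt, a common region from 19403401 to 19406600 covered 78.3% of WRKY23, and none overlapped it in brm. Both genes were called under all 25 alternatives, with log2 fold changes of 3.07 to 3.82 for SVP and −2.95 to −2.52 for WRKY23.

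**Figure D3:**
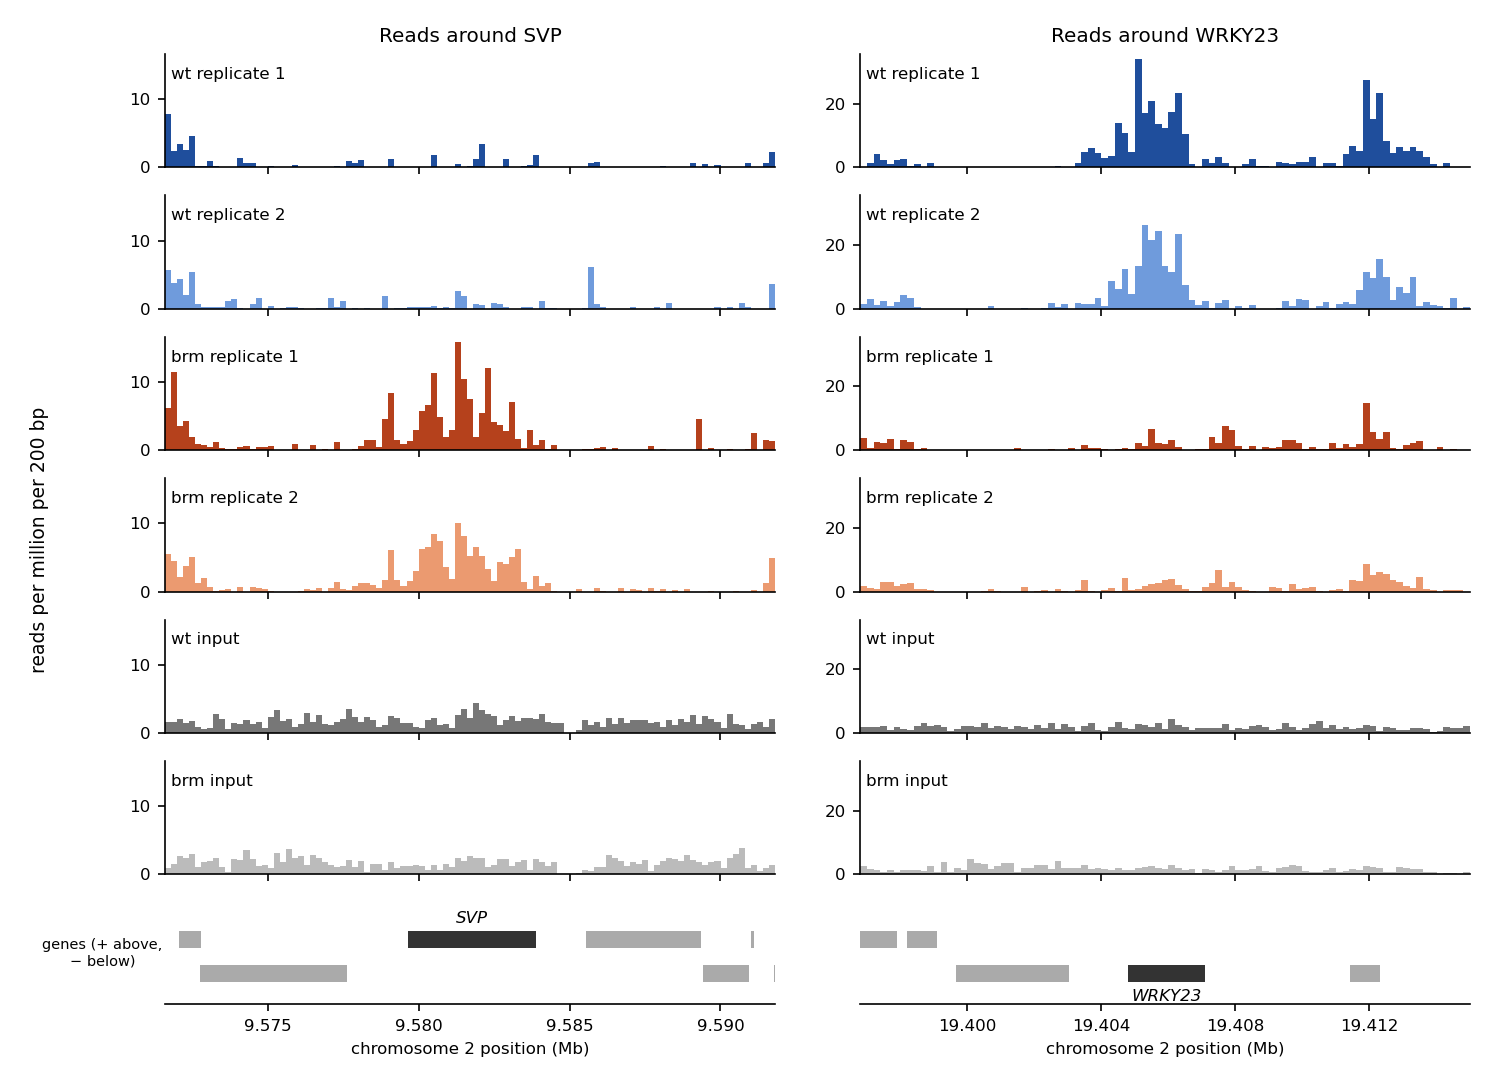
H3K27me3 and input RPM in windows of 200 bp around SVP (left) and WRKY23 (right) on chromosome 2, 1 row per library, with gene spans below (plus strand above, minus strand below). In both brm libraries reads cover SVP, and in both wt libraries they cover WRKY23, where the brm libraries are near the input level.

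Among the other genes with large increases, AT5G33390 on chromosome 5 went from 6.34 ± 4.01 to 49.8 ± 2.28 RPM (log2 fold change 2.97, adjusted p = 0.000442). UMAMIT13 (AT2G37450, chromosome 2) went from 8.19 ± 6.42 to 47.2 ± 1.88 RPM (2.53, adjusted p = 0.00793), and LBD39 (AT4G37540, chromosome 4) from 7.42 ± 0.914 to 40.0 ± 5.94 RPM (2.43, adjusted p = 0.00103). AT1G54740 on chromosome 1 and AT5G24240 on chromosome 5, whose span overlaps that of AT5G24230, had log2 fold changes of 2.35 and 2.27. None of these 5 genes overlapped a common region in wt, and common regions covered between 68.3% and 100% of each in brm. Large decreases were found at AT4G10265 on chromosome 4 (log2 fold change −2.35, adjusted p = 0.0223), GPT1 (AT5G54800, chromosome 5; −2.10, adjusted p = 0.000442) and MYB53 (AT5G65230, chromosome 5; −1.89, adjusted p = 0.00826), which were marked in wt and overlapped no common region in brm. The span of MYB53 overlaps that of AT5G65225, so some reads count for both. The adjusted p of LBD39 was 0.0563 without brm replicate 1. Those of AT4G10265 and MYB53 rose to at most 0.229 and 0.106 without 1 of the brm replicates, and that of AT4G10265 was also above 0.05 without the shift of reads.

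The study discusses further genes in which H3K27me3 changes. Over all genes tested, 4 of the 16 listed genes were called, and 8 when adjusted over the list alone. These 8 include the control FLC, which was lower in brm (log2 fold change −0.36, adjusted p over the list = 0.0240). The study chose the listed genes that it reports as changed from these libraries, so their calls over the list alone are not independent evidence. The paper also measured H3K27me3 by ChIP-qPCR in independent chromatin samples and reports the changes at all genes selected for it. That evidence was not examined here. Besides SVP and WRKY23, TCP2 (AT4G18390, 32.6 ± 3.28 RPM in wt, 73.9 ± 3.73 RPM in brm) and SMZ (AT3G54990, 16.5 ± 7.71 and 51.5 ± 8.25 RPM) were higher in brm. Their log2 fold changes were 1.18 and 1.64, with adjusted p-values of 0.0209 and 0.0284. The span of SMZ overlaps that of AT3G54980, so some reads can count for both. With all reads, TCP2 was no longer called without either brm replicate, nor SMZ without brm replicate 1. The log2 fold changes in these fits were 1.13 and 1.23 for TCP2 and 1.47 for SMZ. With 1 read per position and strand, the same omissions gave 1.07 and 1.13 for TCP2 and 1.56 for SMZ. BEL1 (AT5G41410) went from 36.8 ± 7.06 to 74.4 ± 1.81 RPM, which missed the threshold (log2 fold change 1.01, SE 0.22, adjusted p = 0.0637, from 1.62e-06 to 0.585 over the alternatives) and passed it under 18 of 25 alternatives, among them 1 read per position and strand (adjusted p = 0.00293). AGL24 (AT4G24540) was 142 ± 30.7 RPM in wt and 207 ± 10.1 RPM in brm (adjusted p = 0.380, from 2.24e-08 to 0.9998 over the alternatives). It passed under 3 of 25 alternatives, 1 of them with all 4 libraries kept and the others without wt replicate 1 (adjusted p = 0.000192 with all reads). The short genes MIR156D (AT5G10945) and MIR166A (AT2G46685) held few reads, with log2 fold changes of 1.37 and 1.30 that did not pass (adjusted p = 0.645 and 0.504). With 500 bp flanks MIR156D did pass (log2 fold change 1.89, adjusted p = 3.4e-05, up to 0.9999 over the alternatives), but its span lies in that of AT5G10946, so the reads cannot be assigned to one of them. Of the 16 genes, 13 were tested with 1 read per position and strand and 5 were called over all genes.

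The comparison was repeated over the 5724 regions of the union, where more reads fall in each feature. At FDR 0.05, 119 regions were higher and 78 lower in brm, and 51 and 33 of these changed at least 2-fold. Of the higher regions, 43 were common regions in brm alone and 76 contained common regions of both genotypes, and of the lower regions, 22 were found in wt alone and 56 in both. Keeping 1 read per position and strand, 368 regions were higher and 284 lower. Without brm replicate 1 there were 16 and 10, and without brm replicate 2 there were 23 and 18. Without wt replicate 1 there were 132 higher and 131 lower regions.

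To ask where along a gene the change lies, reads were averaged over the parts of called genes. In the 23 genes called higher and at least 500 bp long, 64.8% of the gain within the gene span fell in its 5′ part, the first 5 of 10 equal parts, with a range of 63.5% to 66.2% over the 4 pairs of a brm and a wt library. The gain averaged 19.0 RPM per kb within the gene, 8.10 RPM per kb over the 1 kb upstream and 7.68 RPM per kb over the 1 kb downstream. In the 29 genes called lower, 53.8% of the loss fell in the 5′ part. The genes were chosen from the same libraries, so the shape and not the size of these profiles is of interest.

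**Figure D4:**
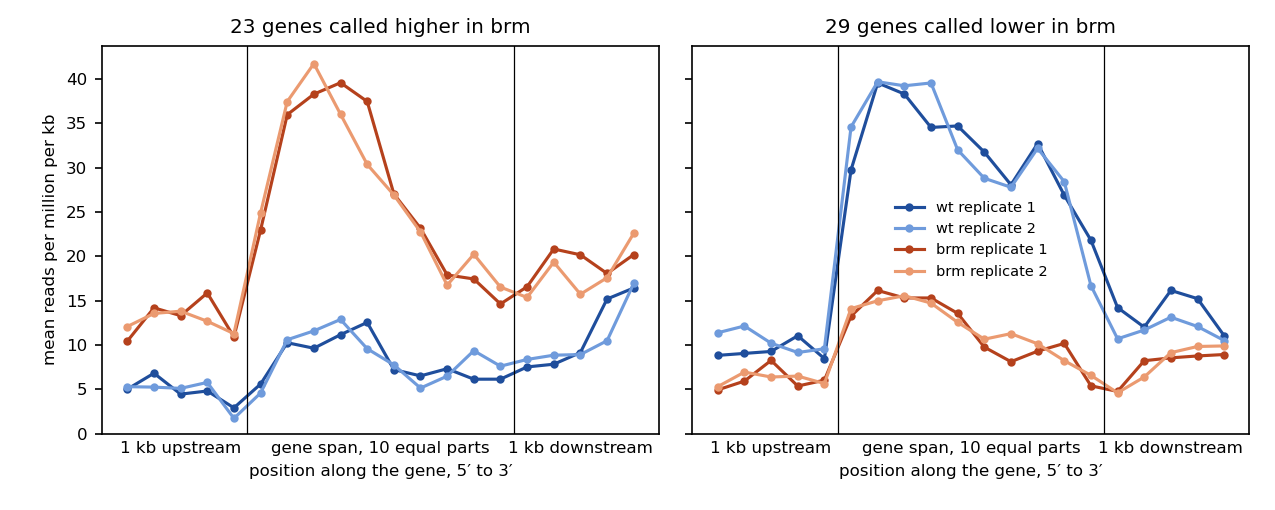
Mean H3K27me3 in RPM per kb along the 23 genes called higher (left) and the 29 called lower (right) in brm, in 10 equal parts of the gene span and 5 windows of 200 bp on each side, 1 line per library. The gain on the left is greatest in the third part of the gene, and the 2 replicates of each genotype lie close together.

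Whether called genes neighbour each other was tested next. None of the 24 genes called higher had a called neighbour, and 0.141% was expected by chance, so these calls are too few to show whether they cluster. Of the 110 genes called higher with 1 read per position and strand, 14, or 12.7%, neighboured another, against 1.10% expected (one-sided permutation p = 1e-05, the smallest value that the permutations can give). Leaving out pairs with overlapping spans reduced this to 10 genes (permutation p = 0.0002). Of the 30 genes called lower with all reads, 2 had a called neighbour (permutation p = 0.0277), and 19 of 101 with 1 read per position and strand (permutation p = 1e-05, the smallest possible). After Benjamini-Hochberg adjustment over the 16 permutation tests of this kind, these p-values were 0.00064 for the 10 genes, 0.0492 for the 2 genes and 5.33e-05 for both other counts. With marked genes only as the background, the adjusted p of the 2 genes was 0.0721.

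The calls were compared with the lists of changed genes that the study drew from these libraries, which is not independent evidence. Among the genes listed as increased, 251 were found in the annotation and tested, and 231 of these were higher in brm, with a median log2 fold change of 0.73. Of them, 23 passed FDR 0.05 over all genes and 114 when adjusted over the list alone. All 18 genes listed as decreased were lower in brm (median log2 fold change −1.51), 10 of them past FDR 0.05 over all genes and 18 when adjusted over the list alone. Over all genes, 75 of the increased and 18 of the decreased genes passed with 1 read per position and strand.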

Values the study reported

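The study reported 5,591 H3K27me3 regions in wild-type seedlings, which corresponded to 7,230 genes. It reported 276 genes at which H3K27me3 differed by more than 2-fold in brm-1. Of these, 258 genes (93.5%) had an increase and 18 genes (6.5%) a reduction.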

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

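The numbers of genes marked by H3K27me3 stayed within 1.5 times their values under all alternatives tried, from 6991 to 8660 genes in wt and from 7524 to 9065 in brm, including the islands of 1 replicate alone. More genes were marked in brm than in wt under every setting that was applied to both genotypes. The number of genes on the study's lists with the same direction also stayed within 1.5 times, from 158 to 244 for increases and from 16 to 18 for decreases. Alternatives that combine 1 read per position and strand with another choice, the fit without robust estimation, the alternatives of position along the gene, overlapping neighbours left out and the repeated thinning were chosen after the data were seen. The cause was not tested for any of the changes below.

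The counts of changed genes and regions moved by more than 1.5 times under many alternatives. Against 24 higher and 30 lower genes (24 and 27 past 2-fold), DESeq2 called 77 and 62 (68 and 49). Without the low-count filter 79 and 105 genes were called (65 and 72), and with marked genes only 38 were higher. With 1 read per position and strand, 110 and 101 genes were called (70 and 61). With 500 bp flanks the counts were 78 and 56 (66 and 44), and with the input offset 132 and 325 (92 and 156). TMM scaling with 1 read per position and strand gave 162 and 89 (99 and 52), and marked genes only with 1 read per position and strand gave 69 and 56 (45 higher past 2-fold). The rule without a test, at least 2-fold in all 4 pairs of a brm and a wt library, gave 605 higher and 555 lower genes, and 50 higher and 30 lower among genes marked in either genotype. TMM scaling over genes, over marked genes and over bins, no shift, the GC offset and the fit without robust estimation left each of these 4 counts within 1.5 times. For regions, against 119 higher and 78 lower, TMM scaling over genes marked in both genotypes gave 199 higher. TMM over the regions themselves gave 122 lower and DESeq2 128 lower. Keeping 1 read per position and strand, 368 and 284 regions were called, and 405 and 315 with TMM scaling as well.

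The 54 genes called with all reads kept their direction in every fit in which they were tested. Of the 24 genes called higher, between 21 and 24 were called again in fits of all 4 libraries other than those restricted to marked genes, and of the 30 called lower, between 25 and 30.

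Leaving out 1 library left 1 library in a genotype, which the fit assumes to vary like the other genotype. With all reads the counts then ran from 8 to 269 higher and from 10 to 628 lower genes (8 to 223 and 10 to 264 past 2-fold), and from 16 to 132 higher and 10 to 131 lower regions. Keeping 1 read per position and strand, there were 259 higher and 931 lower genes without wt replicate 1 (137 and 178 past 2-fold), 304 and 273 without wt replicate 2 (159 and 87), 89 and 78 without brm replicate 1 (74 and 69), and 81 and 78 without brm replicate 2 (69 and 61). In the same order, 498, 475, 137 and 128 regions were higher and 659, 395, 82 and 80 lower. The counts of genes at FDR 0.05 rose without either wt library and fell without either brm library, with all reads and with 1 read per position and strand. The common dispersion, the spread that the fit estimates over all genes, moved the other way. With all reads it was 0.170 for all 4 libraries, 0.144 without either wt library and 0.231 without either brm library. Counts of regions with all reads fell also without wt replicate 2, to 86 and 61.

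The replicate numbers are not known to pair a wt with a brm library. Deviations of libraries with the same number correlated at 0.0602 across marked genes with all reads and at 0.0789 with 1 read per position and strand, so the numbers were treated as names. With a replicate block, 86 genes were higher and 94 lower (68 and 57 past 2-fold), and 225 regions were higher and 184 lower. The replicate block with a GC offset gave 73 and 91 genes (55 and 54). The replicate block with 1 read per position and strand gave 189 and 204 genes (105 and 80) and 549 and 511 regions, and AGL24 passed FDR 0.05 there (adjusted p = 0.02945). AT2G22560 changed by 0.00782 with the replicate block and by 0.0180 with the block and GC offset.

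Single named genes kept their direction with few exceptions, all at genes that were not called. The log2 fold change of AT2G22560, −0.14, ran from −0.762 without wt replicate 1 to 0.977 without wt replicate 2 and was also positive without brm replicate 2 (0.252), and with 1 read per position and strand without wt replicate 1 (0.224) or wt replicate 2 (0.0377). FT, at −0.01, was at 0.0295 under TMM over genes, 0.0266 under DESeq2, 0.0490 under TMM over marked genes and 0.438 with the input offset. Without 1 library it ran from −0.0554 without brm replicate 2 to 0.0357 without brm replicate 1, with 0.0344 without wt replicate 2, and it was 0.0313 without brm replicate 1 with 1 read per position and strand. AP3 was at 0.00204 with the input offset. TUB2, at 0.31, ran from −0.0485 without wt replicate 2 to 0.797 without wt replicate 1, and was with 1 read per position and strand at −0.835 without wt replicate 1, −0.517 without brm replicate 1 and −0.280 without brm replicate 2. ACTIN7, AT2G22560 and TUB2 had too few distinct reads to be tested with 1 read per position and strand and all 4 libraries.

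The share of the gain in the 5′ part of genes called higher, 64.8%, was 63.2% for the same genes with 1 read per position and strand and 59.9% for the genes called with 1 read per position and strand. It ran from 64.0% to 65.7% when 1 library was left out. No gene called higher with all reads had a called neighbour under any background. Of those called with 1 read per position and strand, 12.7% had one among all tested genes and 12.5% among marked genes, and 9.09% and 7.50% with overlapping neighbours left out. The one-sided permutation p of these was 1e-05, 0.00102, 0.0002 and 0.0371 (5.33e-05, 0.00272, 0.00064 and 0.0593 after Benjamini-Hochberg adjustment over 16 tests). More genes are called with 1 read per position and strand, which by itself gives more neighbours, and the random draws used the same number of genes.

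Duplicates limit the depth of these comparisons. The H3K27me3 libraries held between 2115598 and 3213347 distinct positions, fewer than either input.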

Other observations

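Every test of an explanation below was chosen or changed after the result it bears on had been seen; the scalings and the 2-fold rule themselves were fixed before the data were examined.

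The study counted more changed genes. The comparison here called 51 genes past FDR 0.05 and 2-fold. That is lower than the value quoted from the study above. Of these, 24 genes were higher in brm. That is lower than the number of increases quoted from the study above. The share of increases was 47.1%. That is lower than the share quoted from the study above. With ChIPDiff replaced by a test that requires a change beyond the spread between replicates, the counts are not of the same quantity. The study also compared regions before it assigned genes, while whole gene spans were tested here. Of the 251 listed increases tested, 76 reached 2-fold over the gene span, before any test. With 1 read per position and strand, 131 genes passed FDR 0.05 and 2-fold.

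The balance of higher and lower calls moved with scaling. For genes, the share of calls that were higher in brm ranged over 14.5 percentage points between 4 scalings with all reads, from 42.0% with TMM over bins to 56.5% with TMM over marked genes. TMM with 1 read per position and strand gave 64.5%. Choices other than scaling moved the balance as well: the input offset gave 132 higher and 325 lower genes, and 500 bp flanks gave 78 and 56. The input offset rests on 1 input library per genotype, and the fit leaves out the counting error of these inputs. Calls under it can therefore reflect noise in the inputs. For regions, the share was 60.4% with scaling to total reads. It ran from 54.2% with TMM over bins to 72.9% with TMM over marked genes. In place of TMM over genes, TMM over the regions themselves was used there, which gave 56.4%. Regions were thus more often higher than lower under each of their 4 scalings, while for genes the majority changed sides between scalings. Scaling may account for part of the balance among genes. The remainder of the difference from the share quoted from the study was not tested.

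Much of the spread between replicates with all reads went with duplicate reads. If copies of single fragments were its source, the variance between replicates in genes outside H3K27me3 regions should be inflated over Poisson sampling by a factor that the number of copies per position predicts. Over 23444 such genes the predicted inflation was 10.6 in wt and 7.02 in brm, and the observed variance over Poisson was 13.3 and 7.88, at most 1.25 times the prediction. It fell to at most 1.43 with 1 read per position and strand. This is consistent with amplification copies as the main source of the spread with all reads in these genes. In genes marked in both genotypes, part of the spread remained in wt. There the variance over Poisson with 1 read per position and strand was 3.63 in wt and 1.43 in brm. Real differences in H3K27me3 between the seedling samples stay open there: genes outside the regions lack the mark, and lower counts by themselves shrink the inflation that a real difference gives. No biological explanation for the difference between genotypes was tested.

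More genes were marked in brm than in wt, by 477. The brm libraries held more distinct reads, so depth is a candidate explanation. With the H3K27me3 libraries thinned to equal numbers of distinct reads, and the inputs to equal numbers of their own, in 10 random draws, the difference lay between 129 and 219 genes. Depth thus fits as part of the cause. The tables argue against it as the whole cause, since brm kept more marked genes in every draw. The common regions of brm also covered 1.24 to 1.34 Mb more in these draws. In 1 draw at equal depth, single brm libraries marked 8100 and 8101 genes and single wt libraries 7911 and 7910, so the difference was present there before regions of replicates were intersected. An effect of the genotype stays open and was not tested.

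Genes called higher in brm often had more H3K27me3 reads in wt, relative to input, than unmarked genes, but SVP did not stand out. Among the 110 genes called with 1 read per position and strand, 90 were not marked in wt and had at least 20 input reads. Of these, 48 had no wt region within 1 kb, and their median ratio of mean wt H3K27me3 to wt input, both in RPM of all reads, was 0.577. This lay above the 75th percentile, 0.364, of 8179 tested genes that overlapped no region in either genotype and were as far from wt regions, and 36 of the 48 exceeded it. Reads from marked neighbours therefore do not account for it alone. This is consistent with weak H3K27me3 in wt at many genes that gain it, below the threshold of the region caller. Genes with more reads are also called more easily, which was not tested as a cause. SVP had a ratio of 0.216, at percentile 59.1 of those unmarked genes and at percentile 71.7 of a wider set of unmarked genes. It lay below the 75th percentile of both sets, so its level in wt could not be told from background at this depth. From ChIP-qPCR at single primer pairs, the paper reports H3K27me3 at SVP in wild type that was low but significant relative to control genes. Reads over the whole gene are a different measure and do not speak against that.

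The 5′ end of BRM held more H3K27me3 reads in brm. This segment was chosen after its values were seen. In the first 1 kb of the gene (chromosome 2, 18922533 to 18923532), the wt libraries had 9 and 3 distinct reads and the brm libraries 27 and 40, or 2.60 ± 1.66 and 11.2 ± 1.78 RPM of distinct reads (SD, n = 2). The rest of the gene had 28 and 22 distinct reads in wt and 19 and 23 in brm, or 11.1 ± 0.946 and 7.07 ± 0.121 RPM, lower in both brm libraries, against 87.4 RPM in the wt input and 68.5 in the brm input. Extra copies of the segment in brm would raise the input as well, but the input of brm held 30 distinct reads there against 67 in wt, a ratio of RPM of 0.431 (95% exact interval 0.270 to 0.672, counting error only). The brm allele carries a T-DNA insertion, whose place in these reads was not determined. A change of chromatin next to the insertion remains open and was not tested. A loss of mappable sequence there bears on the lower input alone, since it would lower the H3K27me3 reads as well.

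Of the 22 genes called lower that were marked, 11 lay on chromosome 5, against 22.1% of marked genes tested. With neighbouring calls within 20 kb counted once, 8 of 19 places lay there, and after Benjamini-Hochberg adjustment over 20 tests of chromosomes and call sets the one-sided permutation p was 0.256 (0.0724 with every gene counted), so the pattern may be chance. A lower copy number is argued against by the input, whose median log2 ratio of brm to wt at these genes was 0.05 (0.0540). A regional trend is argued against as well, since the median log2 fold change of these genes was −1.29 and was −1.22 after the median of marked genes within 0.5 Mb was subtracted.

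A rule of at least 2-fold in all 4 pairs of libraries, without a test, was also met between libraries split without regard to genotype. It was met by 1160 of the tested genes between genotypes, by 1033 between the libraries numbered 1 and those numbered 2, and by 920 in the crossed split. Among genes marked in either genotype these counts were 80 (50 higher and 30 lower in brm), 20 and 15.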
